A study of Sus scrofa with 30 samples.

How the data were processed

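Total RNA from 30 liver samples of female pigs was labelled with Cy3, 1 sample per array, per the labels' protocols. Each array held 60900 pig probes, all 60 bases long, and was read in 1 colour, per the file headers. The pigs fell into 10 groups of 3 by birth weight, feeding and time point, as the labels give them. Slide and scan day were read from the file headers and are written here as slides 1 to 6 and scans 1 to 4.

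The scanner files were made by Agilent's Feature Extraction 10.5.1.1, per the file headers. Their processed signal is an intensity, background subtracted and detrended within the array, per the file headers, with no normalization between arrays. The processed table that the authors deposited holds 19864 rows of intensity, named by human protein identifiers, with no statement of how they were made. Sorted columns of that table differed least within 4 sets of arrays (T1, normal birth weight at T2, low birth weight at T2, and T3). Between sorted columns of a set, the largest root mean square difference on the log2 scale was 0.0265 at T1, 0.0562 and 0.0385 in the T2 sets and 0.0915 at T3, and between columns of different sets the smallest was 0.0991. The authors' table was therefore taken as processed signal quantile normalized within each set. As a set of its own, T3 is the least clear. Of its rows, 3491 equalled a single probe within a root mean square of 0.05 on the log2 scale over the 24 arrays of T2 and T3. The T1 columns were not used for this match. Over the same rows they differed from their closest array by 0.0433 (U_T1 replicate 3) to 0.186 (N_T1 replicate 2). That the T1 values are this processed signal is therefore less sure. Because of the separate sets, that table was used only as an alternative, for comparisons that lie within a set or are balanced over the sets.

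From the scanner files, the log2 of the processed signal minus its 75th percentile on the same array was computed in R 4.3.3 (version 1.17.8 of data.table) and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 for the plots). Control spots were left out and spots with an outlier mark, between 0 and 94 per array, were set to missing. No spot was saturated. A probe was kept where it was well above background on all 3 arrays of at least 1 group, which left 41061 probes, of which 312 had a missing value on some array. The share of probes well above background on an array lay between 53.6% and 74.3%. The number of arrays, 3 per group, limits the precision of every comparison.

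All 30 arrays entered a single limma 3.58.1 fit with a mean per group (lmFit, contrasts.fit and eBayes), so that the groups shared an estimate of the spread. The fit had 20 residual degrees of freedom, to which the prior added 3.51. In each of the 16 comparisons, p-values were two-sided and adjusted by the Benjamini-Hochberg method, and a probe was called at an adjusted p under 0.05. The comparisons, the fit, the filter and most alternatives were chosen before the data were examined. The alternatives were quantile normalization, normexp background correction (offset 50) of the mean signal, no filter on dim probes, a stricter filter (well above background on all 30 arrays, 29927 probes), slide, scan or replicate number as a block, a fit of only the time points compared, limma's array weights, the authors' table, and leaving out each array in turn. Added after the data were seen were the slide block in a fit of only the time points compared, the slide block without the array of scan 3, and the 4 other scalings and filters for the correlation between arrays.

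The fit was tested on simulated arrays with the 40749 probes complete on all arrays, of which 200 were shifted by a known amount in each comparison. With each probe's spread equal in all groups, 5.20% of the calls were false at a limit of 5%, and with spreads drawn from the model's prior 5.42% were. An earlier run with equal spreads had exceeded the limit by more, and the check with spreads from the prior replaced it after that. With each probe's spread scaled by its group's median SD, the share was 0.287% in comparisons without T3 and 42.7% in comparisons with T3. The T3 groups vary more than the shared spread allows. Counts of calls that involve T3 are therefore lenient, and those of T1 and T2 strict. With these scaled spreads, a shift of 2 on the log2 scale was found in 84.5% of the shifted probes for NR minus NK at T2. A shift of 1 was found in 31.0% of them. The median of SDs from 3 arrays runs below the pooled SD, so these simulated arrays were quieter than the real ones. The numbers of shifted probes found, here and below, are therefore likely too high.

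Whether equal replicate numbers pair the pigs was checked by correlating, across probes, the deviations of arrays from their group means. The labels say that low and normal birth weight piglets were taken from a litter, but none says that a number marks one. Every same-numbered pair correlated above 0.1 in 9 of the 13 pairs of groups within a time point. The exceptions were NK with NR, NR with UK and NK with UR at T2, and NK with UK at T3.

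For 6 arrays against 6 or more complex comparisons, 100 of the possible splits of the arrays within birth weight were drawn, and for 3 against 3 all 10 were counted. The rule for the probes the text names was to take those with the largest change in each direction among the called probes whose groups do not overlap. It was written for probes with a gene symbol, and since the files pair no probe with a name and 0 of the probes matched the table of gene names, it was applied to probe identifiers after the data were seen. A probe that is not well above background in every array of a group has only a bound there. Its fold was set from the bright group's mean and the dim group's mean of, per array, the higher of the probe's own value and the lowest value of a probe well above background.

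For want of gene names, 24 planned tests of gene sets on lipid droplets, fatty acid synthesis, fatty acid oxidation with ketogenesis, and cholesterol synthesis were not run. Rows of the authors' table were not named by gene for the same reason.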

Results

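Liver gene expression was measured in 30 female pigs, 3 in each of 10 groups. Pigs of normal birth weight (N, 1.4 to 1.6 kg) and of low birth weight (U, 0.8 to 1.1 kg) were sampled before restriction (T1), after 3 weeks of restriction (T2) and after 5 weeks of refeeding (T3). Restricted pigs (R) received 50% of the feed eaten ad libitum, and controls (K) were not restricted. The sample labels give day 103 for T3 while the series text gives day 131, and they also differ for T1 (76 against 75) and T2 (97 against 98), so the time points are named T1 to T3 here.

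On the 30 arrays, between 53.6% and 74.3% of the probes were well above background, with a median of 66.0%. The lowest shares were 53.6% in UR_T3 replicate 2 and 55.0% in NK_T3 replicate 1, and the highest was 74.3% in NR_T2 replicate 3. The 75th percentile of the processed signal ranged from 304 to 668. The median SD of a probe within a group was 0.23 to 0.30 on the log2 scale in the 6 groups of T1 and T2 and 0.35 to 0.51 in the 4 groups of T3. Across probes, which are not independent replicates, arrays of the same group correlated with a median r of 0.980 (0.911 to 0.991). Arrays of other groups at the same time point correlated with a median of 0.980, and arrays of other time points with a median of 0.973. Under 4 other scalings and filters the median within groups lay between 0.980 and 0.987.

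**Figure D1:**
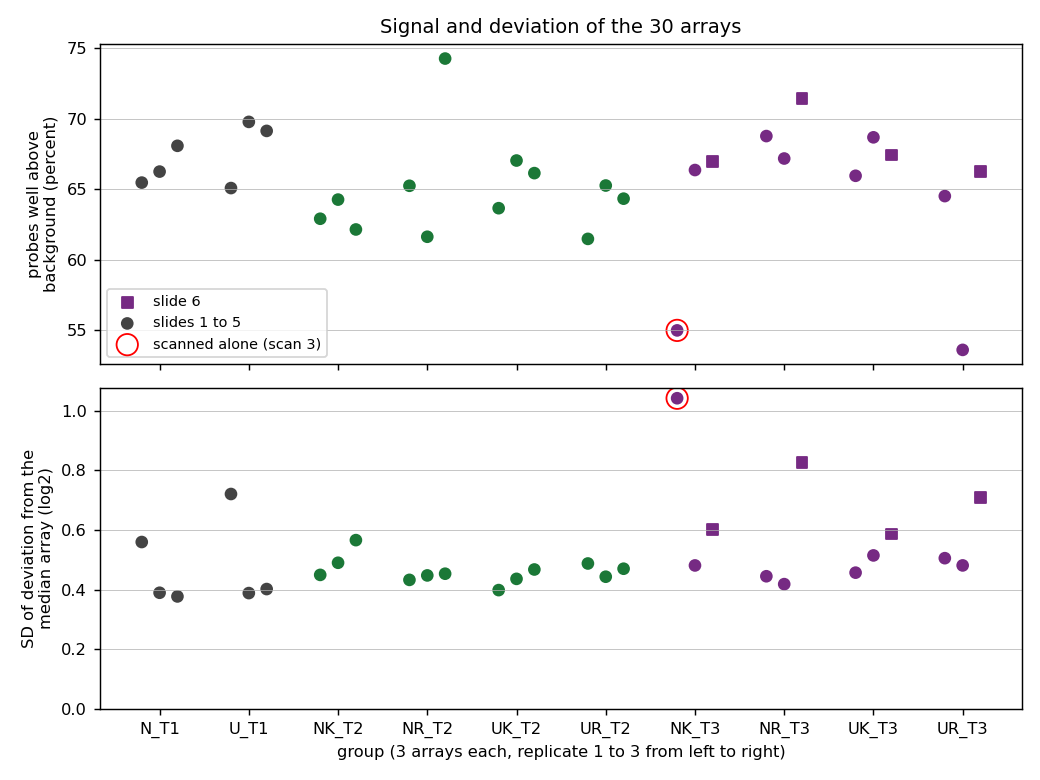
Percent of probes well above background (top) and SD of each array's deviation from the median array on the log2 scale (bottom) for the 3 arrays of each of the 10 groups, with slide 6 as squares. NK_T3 replicate 1 (red ring) has the highest SD, 1.04, where the other arrays lie between 0.38 and 0.83.

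Component 1 of a principal component analysis held 25.3% of the variance and component 2 held 12.8%. Component 1 separated the replicate 3 arrays of the T3 groups, which were the 4 arrays of slide 6 and scan 4, at 81.9 to 141, from NK_T3 replicate 1, the only array of scan 3, at -149. All T3 arrays lay at -15.9 or below on component 2, and all arrays of T1 and T2 at -2.85 or above.

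**Figure D2:**
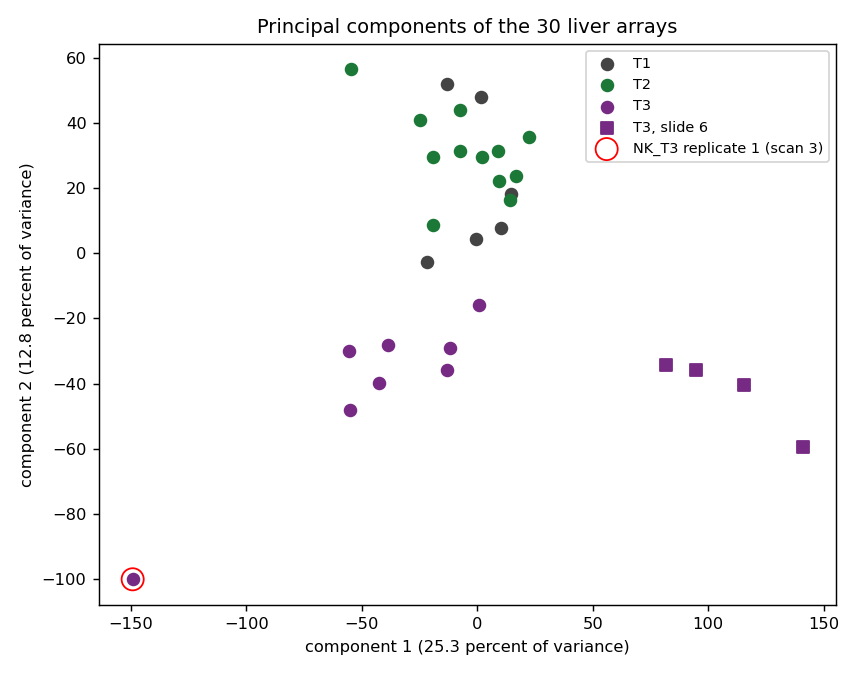
Scores of the 30 arrays on components 1 and 2 of the log2 values, coloured by time point, with slide 6 as squares and NK_T3 replicate 1 ringed. The T3 arrays lie below the others on component 2, and the slide 6 arrays and NK_T3 replicate 1 lie at the ends of component 1.

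The comparison of low with normal birth weight before restriction asked whether birth weight alone marked the liver. In limma, 0 of 41059 probes passed an adjusted p of 0.05, and 437 had an unadjusted p under 0.05, where 2053 would be reached by chance alone. As a block, slide gave 0 and 885. None of the 10 other settings planned gave a call, and leaving out any of the 6 arrays gave 0 calls.

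Restriction was compared with control feeding at T2 within each birth weight, to ask what restriction changed and whether this differed by birth weight. In normal birth weight pigs (NR minus NK), 0 probes were called by limma and 1670 had an unadjusted p under 0.05. Under a slide block 6 were called, all higher in restricted pigs, and 2551 had an unadjusted p under 0.05. Leaving out NK_T2 replicate 1 gave 1 call. In low birth weight pigs (UR minus UK), 0 were called and 898 had an unadjusted p under 0.05, with 0 and 1810 under the slide block, and leaving out UR_T2 replicate 2 gave 1 call. The test of the difference between the birth weights called 0 probes, with 621 at an unadjusted p under 0.05 (0 and 1310 under the slide block). Averaged over the birth weights, restriction gave 0 calls and 2048 probes at an unadjusted p under 0.05, against 2053 by chance. The spread shared with T3 makes these T2 counts strict. The average had 4600 such probes with the replicate number as a block, 4762 in a fit of only the T2 arrays, 5376 with scan as a block and 5977 with array weights, with at most 1 call. NR minus NK had 3749, 3846, 4138 and 5023 in these, with 0 calls, so an excess over chance at T2 is not excluded. With slide as a block, limma called 57 probes for this average, 55 higher and 2 lower in restricted pigs, with 3114 at an unadjusted p under 0.05. Without a block, leaving out NK_T2 replicate 1 or UR_T2 replicate 2 gave 1 call each for this average, against 0 with all arrays. At T2 slide 3 held restricted pigs only, namely replicate 3 of NR and of UR.

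After refeeding, NR minus NK at T3 gave 0 calls in limma and 4936 probes at an unadjusted p under 0.05, against 2053 by chance, with 0 and 2778 under the slide block. In a fit of only the T3 arrays the latter count was 1648, below that of chance. It was 7419 under normexp and 9251 with the replicate number as a block, and each of these fits gave 0 calls. The count of 0 calls rested on single arrays. Without NK_T3 replicate 3 the fit called 3526 probes, 3098 of them higher in restricted pigs, without NR_T3 replicate 3 it called 4, and without NK_T3 replicate 2 it called 1. Without NK_T3 replicate 1, the array of scan 3, it called 0, and the number at an unadjusted p under 0.05 fell from 4936 to 1175, below that of chance. With array weights, the alternative that moved it most, 6617 were called. In simulated arrays with spreads scaled to each group, this comparison gave 328 false calls. Beside them, 186 of 200 probes were recovered at a shift of 2 on the log2 scale. False calls in those arrays were more frequent than the threshold states. The simulated arrays varied independently, while the real slide 6 arrays deviated together, so that rate need not hold for the real arrays. UR minus UK at T3 gave 0 calls and 680 probes at an unadjusted p under 0.05 (0 and 1562 under the slide block), and leaving out any array gave 0. The difference between the birth weights at T3 gave 0 calls and 2686 at an unadjusted p under 0.05 (0 and 1369 under the slide block), with 6 calls without NK_T3 replicate 3 and 1 without NR_T3 replicate 3. Without NK_T3 replicate 1 it had 0 calls and 1189 at an unadjusted p under 0.05. The latter count was 931 in a fit of only the T3 arrays, 3082 under normexp and 5413 with the replicate number as a block. Averaged over the birth weights, restriction gave 0 calls and 1744 at an unadjusted p under 0.05 (0 and 3364 under the slide block), with 6 calls without NK_T3 replicate 3 and 1 without NR_T3 replicate 3. Its count at an unadjusted p under 0.05 was 925 without NK_T3 replicate 1, with 0 calls. It was 724 in a fit of only the T3 arrays, 2398 under normexp and 4954 with the replicate number as a block. The change of the averaged restriction effect from T2 to T3 gave 0 calls and 1356 at an unadjusted p under 0.05 (0 and 2849 under the slide block).

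Low and normal birth weight pigs were also compared within each feeding group. Limma called 0 probes in each of these 4 comparisons, with and without slide as a block. For UK minus NK, 785 probes at T2 and 2500 at T3 had an unadjusted p under 0.05, and 1757 and 2676 under the slide block. The count at T3 was 843 in a fit of only the T3 arrays and 7510 under normexp, each with 0 calls. For UR minus NR, the numbers were 580 at T2 and 1188 at T3, and 1099 and 839 under the slide block. UK minus NK at T3 gave 59 calls, all higher in low birth weight pigs, without NK_T3 replicate 3 and 1 call without NK_T3 replicate 2, while without NK_T3 replicate 1 it gave 0 calls and 1062 probes at an unadjusted p under 0.05. UR minus NR gave 2 calls at T2 without UR_T2 replicate 2, and at T3 it gave 2 without NR_T3 replicate 3 and 4 without UR_T3 replicate 3.

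**Figure D3:**
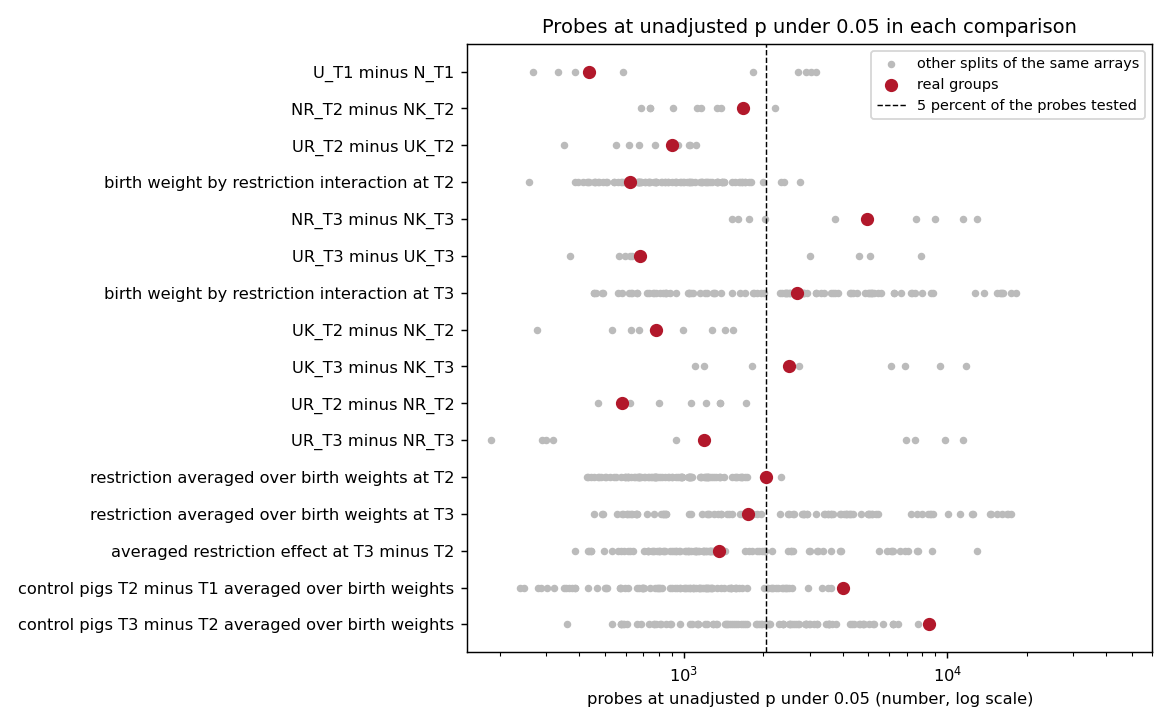
Number of probes at an unadjusted p under 0.05 in the 16 comparisons (red) and in other splits of the same arrays (grey) on a log axis, with the number that chance alone gives as a dashed line. Only the 2 comparisons of age in control pigs lie to the right of all their other splits.

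The control pigs were compared between time points as a reference for change with age, averaged over birth weights with 6 pigs at each time point. The T1 arrays were all on slides 1 and 2 and of scan 1. The control arrays were on slides 1, 2, 4 and 5 at T2 and on slides 3, 4 and 6 at T3. Change with age can therefore not be fully told apart from slide and scan. From T1 to T2 limma called 94 probes, 57 higher and 37 lower at T2, and 4006 had an unadjusted p under 0.05. The slide block gave 55 calls, of which 28 were among the 94. The alternative that moved the count most, array weights, called 3378. Leaving out a single array gave between 14 (without NK_T2 replicate 3) and 131 calls. It gave 16 without N_T1 replicate 2, 30 without N_T1 replicate 3, 46 without U_T1 replicate 1 and 62 without U_T1 replicate 2. It gave 40, 36 and 31 without UK_T2 replicates 1, 2 and 3.

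From T2 to T3, limma called 2287 probes in control pigs, 994 higher and 1293 lower at T3, with 8542 at an unadjusted p under 0.05. The slide block gave 3987 calls, of which 1337 were among the 2287. Leaving out a single array gave between 1054 (without NK_T2 replicate 3) and 2525 calls, with 1519 and 1364 without UK_T2 replicates 1 and 2 and 1384 without UK_T3 replicate 1. In simulated arrays with spreads scaled to each group, this comparison gave 25 false calls beside 194 of 200 probes recovered at a shift of 2.

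The files pair no probe with a gene name. The 4 probes below had the largest fitted change in each direction among the called probes whose groups do not overlap. For 3 of them the signal at the dimmer time point was not well above background in any of the 6 arrays. At most a lower bound of their change is therefore known, and their rank carries no meaning. Probe PigEx0038254 rose from T1, where it was not well above background, to -3.48 ± 0.91 (SD, n = 6) at T2 on the log2 scale relative to the 75th percentile, where 5 of 6 arrays were well above background. NK_T2 replicate 1, the array not well above background there, entered at its own value, so the bound for this probe is not strict. With that value the rise was at least 3.63-fold, with an adjusted p of 0.0118 (limma). Without N_T1 replicate 2 its adjusted p was 0.0501 and without NK_T2 replicate 3 it was 0.0612. Under normexp background correction it was 0.0676, and over all alternatives it ran from 0.000131 to 0.0676. PigEx0008616, well above background in all 12 arrays, fell from 0.84 ± 0.40 to -2.02 ± 1.21 (SD, n = 6 each) from T1 to T2, a change of -2.87 with a standard error of 0.47 and an adjusted p of 0.0101 (limma), and of 0.0518 with slide as a block (0.000732 to 0.171 over its alternatives). PigEx0026918 rose from T2, where it was not well above background, to -1.89 ± 0.57 (SD, n = 6) at T3, at least 8.98-fold, with an adjusted p of 0.000245 (limma). PigEx0046551 fell from -2.32 ± 0.53 (SD, n = 6) at T2 to a level not well above background at T3, at least 6.36-fold, with an adjusted p of 0.00274 (limma), of 0.0691 with slide as a block and of 0.0696 under normexp (8.84e-05 to 0.0964 over its alternatives). With slide as a block its fitted change was -2.36 on the log2 scale, a smaller fall than that bound. Under normexp the fitted changes of these 3 probes were 0.64, 1.55 and -1.15, also smaller than their bounds. The bounds therefore hold only for the group means of the processed signal without a block.

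**Figure D4:**
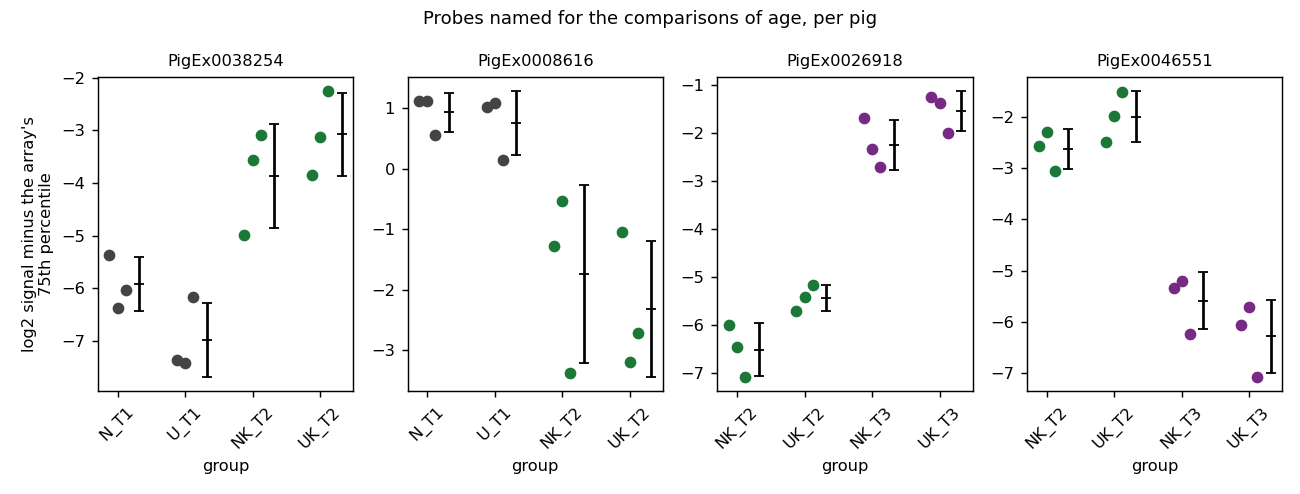
Log2 signal relative to the array's 75th percentile for the 4 named probes, per control pig, with the mean and SD of each group as black bars. In all 4 the values of the earlier and the later time point do not overlap.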

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

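The comparison with the array's overall brightness was chosen after the result had been seen, whereas the tests of pig probes and of position were set before theirs were known. On NR_T2 replicate 3, 26.7% of the spots for ERCC control transcripts were well above background, where the other 29 arrays had between 0 and 12.1%. These are probes for control RNA of no pig origin, and no comparison above uses them. The labels name no such RNA as added.

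This array was bright: its median signal, 84.7, was the highest of the 30 (next 79.2, NR_T3 replicate 1), as was its share of pig probes well above background, 74.3%, and its 75th percentile was 634 against 668 on NR_T3 replicate 1, where 10.2% of the ERCC spots were well above background. Of 25 control transcripts, 5 were brighter here than on any other array. One of them, ERCC-00043, had a median signal of 26 here, with 31 of its 35 spots well above background. Its highest median elsewhere was 8.63, on UR_T3 replicate 2, where 0 of these spots were well above background and the negative controls had a median of 8.51. The ratio of 3.01 between them is therefore only a lower bound. Brightness of the array as a whole was argued against as the cause of the rise of ERCC-00043. The median signal of the array was only 84.7 against 79.2 on the next. As part of the cause of the 26.7%, brightness stays open. ERCC-00012 had 30 of 35 spots well above background here and 24 on NR_T3 replicate 1, with a ratio of medians of 1.11. ERCC-00062 had 34 here and 14 there, with a ratio of 1.91. The control transcripts that stayed at the level of the negative controls say nothing on brightness.

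Extra RNA in that sample or on that array is a candidate explanation. There, 1334 pig probes were well above background on this array alone, against at most 403 on any other single array. A local stain or bubble was argued against as the whole cause. These probes lay in all 90 position blocks of the array, and no block held more than 3.60% of them. As part of the cause it stays open, since an even spread would put 1.11% in each block. Whether the RNA was another sample's, an added control or of other origin stays open, and a feature of that pig was not tested.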

How the results depend on the processing

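The slide block in a fit of only the time points compared and the slide block without the array of scan 3 were chosen after the data were seen, as were the 4 scalings and filters tried for the correlation between arrays. In the 14 comparisons of birth weight and restriction, 124 of the 138 planned fits other than leaving out arrays kept 0 calls, as did 110 of the 126 fits without an array. Quantile normalization, normexp and the stricter filter kept all 16 counts of calls within 1.5 times. Counts at an unadjusted p under 0.05 could move further, as from 2500 to 7510 for UK minus NK at T3 under normexp. The 4 named probes kept their direction in every alternative that gave them a value.

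With slide as a block, NR minus NK at T2 had 6 calls, restriction averaged at T2 had 57, controls from T1 to T2 had 55 and from T2 to T3 had 3987. The slide block in a fit of only the time points compared gave 231, 251, 10 and 4130 for these. The slide block without the array of scan 3 gave 11 calls for NR minus NK at T2, 65 for the average at T2 and 4185 for controls from T2 to T3. With scan as a block the difference between birth weights at T3 had 1 call, controls from T1 to T2 had 283 and from T2 to T3 had 5182. A fit of only the time points compared gave 1 call for the average at T2 and 144 for controls from T1 to T2. Without a filter on dim probes, controls from T1 to T2 had 33 calls, 32 of them among the 94. The cause of these changes was not tested.

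Array weights changed the most counts. At T3 they gave 6617 calls for NR minus NK, 1657 for UR minus UK, 7254 for the difference between birth weights, 5052 for UK minus NK, 4050 for UR minus NR and 1753 for averaged restriction. They gave 408 for the change of averaged restriction from T2 to T3, 1 for UK minus NK at T2, 3378 for controls from T1 to T2 and 12802 from T2 to T3. The weights at T3 ran from 0.130 for NK_T3 replicate 1 to 5.40 for NK_T3 replicate 2, so single arrays carried most of a group. With weights estimated anew for each split, other splits of the NK and NR arrays of T3 gave up to 32826 calls. In the authors' table, NR minus NK at T2 had 2 calls, which rose by 1.04 and 1.19 on the log2 scale, both with an adjusted p of 0.0252. UK minus NK at T3 had 1, with a change of -1.67 and an adjusted p of 0.0195, whereas the 59 calls without NK_T3 replicate 3 were all higher in low birth weight pigs. These rows are named by human protein identifiers, which the files pair with no gene name. The cause of the changes under weights or in this table was not tested.

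Leaving out each array in turn gave 0 to 1 calls for NR minus NK, UR minus UK and averaged restriction at T2, and 0 to 2 for UR minus NR at T2. At T3 it gave 0 to 3526 for NR minus NK, 0 to 59 for UK minus NK, 0 to 6 for the difference between birth weights, 0 to 6 for averaged restriction and 0 to 4 for UR minus NR. The highest values came without NK_T3 replicate 3, except for UR minus NR at T3 (without UR_T3 replicate 3). Controls ranged from 14 to 131 from T1 to T2 and from 1054 to 2525 from T2 to T3. Without NK_T3 replicate 1, the probes of NR minus NK at T3 at an unadjusted p under 0.05 fell to 1175 from 4936. With NK_T3 replicate 3 gone, NK_T3 kept replicate 1, the array of scan 3, and replicate 2.

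With the replicate number as a block, all 14 comparisons within a time point or between restriction effects kept 0 calls in limma, with 1240 (U minus N at T1) to 9251 (NR minus NK at T3) probes at an unadjusted p under 0.05, so the pairing changed no call. In the group pairs where not every same-numbered pair correlated above 0.1, the lowest was -0.0181 (NR with UK at T2). The comparisons of age have no value under this block, since the numbers are nested in the time points.

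The share of higher calls from T1 to T2 was 60.6%, and it went both ways, to 73.7% under quantile normalization and 72.7% without a filter, but to 47.3% with scan as a block and 47.4% with array weights, where lower calls were the majority. Normexp moved the median of all probes by more than 0.1 on the log2 scale in 5 comparisons with T3, to -0.19 in NR minus NK, -0.19 in UK minus NK, 0.21 in the difference between birth weights, -0.08 in averaged restriction and -0.12 in the change from T2 to T3, and each had 0 calls there. The fitted change of PigEx0038254 ran from 0.64 (normexp) to 3.25 over its 21 alternatives, with an adjusted p of 0.000131 to 0.0676. That of PigEx0008616 ran from -3.18 to -2.27 (adjusted p 0.000732 to 0.171), that of PigEx0026918 from 1.55 to 4.87 (3.21e-08 to 0.00227) and that of PigEx0046551 from -3.76 to -1.15 (8.84e-05 to 0.0964). All of these but PigEx0008616 are not well above background at the dimmer time point, so their fitted changes give no measured size. The planned gene set tests and their alternatives were not run, since no probe has a gene name, and the authors' table gives no value for the comparisons across its sets.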

Other observations

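The tests on NK_T3 replicate 1, of the slide 6 batch and the shared number 3, of chance pairing of numbers, of the columns of N_T1 and of shared probe sequence, and the count of pair-parting splits over both birth weights at T3, were chosen only after the result was seen. The counts of splits and the other tests were set before their results were known. For the 6 correlations between comparisons, the rule that reads them was made stricter, by adjusting over the 6, after they were seen.

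Other splits of the same arrays were counted for each comparison, on the 40749 probes complete on all arrays. With 3 arrays against 3 there are 10 splits, so the share is never under 0.1 and chance cannot be excluded. The number of splits with as many probes at an unadjusted p under 0.05, the real one included, was 7 for U minus N at T1, 2 for NR minus NK at T2, 5 for UR minus UK at T2, 5 for UK minus NK at T2 and 9 for UR minus NR at T2. At T3 it was 5 for NR minus NK, 5 for UR minus UK, 7 for UK minus NK and 5 for UR minus NR. With array weights, 4 of the 10 splits gave as many calls as NR minus NK at T3. Of 100 splits drawn, 77 gave as many for the difference between birth weights at T2, 46 for that at T3, 60 for averaged restriction at T3 and 37 for its change from T2 to T3, so chance is not excluded for these. These splits also part pigs of different numbers and slides. For averaged restriction at T2 the number was 3 of 100, under 5 in 100 when taken alone. It was not adjusted over the other counts, other splits gave up to 2328 against 2034, and 0 probes were called, so it is weak evidence against a chance arrangement. For the calls in control pigs, it was 1 of 100 from T1 to T2, where other splits gave at most 3 calls, and 1 of 100 from T2 to T3, where they gave at most 127. Since slides and scans differ between the time points, these 2 counts cannot tell age from slide or scan.

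At T3 the splits that put the slide 6 arrays together gave the largest counts, 12952 for the NK and NR arrays against 4910 for the real split, and 11752 for the NK and UK arrays against 2495. With slide as a block the real counts were 2778 and 2676, with 0 calls in limma. Where every same-numbered pair correlated above 0.1, only splits that part all pairs compare with the real one, and there are 4 of these. The real split ranked highest for 6 of 7 such comparisons and was matched or passed by 2 others for UR minus NR at T2. For the comparisons over both birth weights at T3 there are 32 such splits, of which 5 gave as many probes at an unadjusted p under 0.05 for the difference between birth weights and 10 for averaged restriction. With the replicate number as a block, whose real counts were 5380 and 4920, it was 6 and 9 of 32, so chance is not excluded by these either. The change from T2 to T3 has no such count, since not all pairs of NK with NR at T2 correlated above 0.1.

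Under the slide block, 2 of 100 splits gave as many calls as averaged restriction at T2, where 60 were called on these probes. The other split gave 146 and, like the real one, put both arrays of slide 3 on one side. This is under 5 in 100 when taken alone and was not adjusted over the other counts, so it is weak evidence against a chance arrangement. At T2 slide 3 holds only restricted pigs, so that its part in the calls stays open. Of the 57 probes called on all kept probes, 19 formed a set linked by shared runs of 20 bases, where 200 random sets of 57 probes held at most 2 linked, and all 57 fell into 26 sets and single probes. Probes that share sequence may therefore read the same transcripts, so that the 57 calls are fewer separate changes than their number. The 94 calls from T1 to T2 had at most 2 linked. The files name none of these probes.

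Same-numbered arrays of T1 and T2 deviated together, with a mean r across probes of 0.192. Chance pairing of the numbers was excluded, since only the real one of 1296 renumberings within groups gave as high a mean (exact one-sided p of 0.000772, the smallest they can give). A shared slide was argued against as the whole cause, since the 16 same-numbered pairs on different slides had a mean r of 0.163, again reached by 1 of 1296 renumberings (exact one-sided p of 0.000772). The 5 same-numbered pairs on the same slide had 0.285, so a slide may add a part. At T2 all arrays numbered 1 were of scan 1 and all numbered 3 of scan 2, so a shared scan stays possible there. At T1 every array was of scan 1, and the same-numbered pairs correlated with r of 0.375 to 0.480. Scan can therefore not be what pairs the arrays of T1. Pigs that share a number may be related or handled together, which no label states and which was not tested further.

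NK_T3 replicate 1 was the only array of scan 3, with a grid taken from a saved file, per the file headers. The SD of its deviation from the median array was 1.04, against 0.377 to 0.827 in the other 29, and the 99th percentile of its background was 177, against 24 to 31. A misplaced grid that reads neighbouring spots was argued against, since the highest correlation of its deviation with a neighbour's brightness was 0.0220, within the 0.0121 to 0.0466 of the others. Uneven hybridisation or background was argued against as the whole cause, since even in its quietest position block the SD of its deviation was 0.864, above the SD of every other whole array, and the block means explained 1.37% of the variance, against 0.618% to 9.90%. As part of the cause it stays open, since its largest SD in a block was 1.65, against at most 1.06 on the others, and its background was high in places. A swap with another array was argued against as the cause of its distance, since its highest correlation with any array was 0.953, below the 0.978 to 0.992 of the others. The deviating arrays of slide 6 reached up to 0.988 with each other. Whether its label is right cannot be read from this, since arrays of the same and of other groups correlate alike. Its values have 3 significant digits and those of the others up to 7. Rounded values were excluded as the cause, since rounding the others to 3 digits changed them with an SD of at most 0.00195 on the log2 scale. Another scan or extraction setting, of which the 3 digits are a sign, stays possible, and as this array alone was scanned and extracted this way, the setting and the pig cannot be told apart. No biological explanation was tested.

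The replicate 3 arrays of the T3 groups were the 4 arrays of slide 6 and scan 4, and their deviations correlated with each other across probes with a median r of 0.628, against 0.180 for the other 8 T3 arrays. A batch with a trend in the probes' GC content is a candidate cause, since their deviations correlated with GC content with r between 0.231 and 0.306, above the -0.222 to 0.00983 of the other 8 (exact two-sided p of 0.00202 over 495 splits). The GC trend was argued against as the whole cause, since the median r between them was still 0.592 after it was removed. As 0 arrays of slide 6 have another number than 3, a difference of the pigs numbered 3 and the batch cannot be told apart.

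The change under restriction was correlated between birth weights and time points across the 40749 probes, which are not independent, in 6 comparisons. None passed after adjustment over the 6. At T2 the changes of normal and low birth weight pigs correlated with r of 0.284, which 4 of 100 splits reached (permutation p 0.0400, adjusted 0.240). Slide 3 was argued against as its whole source, since r was 0.261 without the arrays of slides 3 and 4. At T3 the r was -0.038, with 88 of 100 splits as far from 0 (adjusted p 0.880 by permutation). Between T2 and T3, r was 0.307 in normal birth weight pigs (9 of 100, adjusted permutation p 0.270) and -0.051 in low birth weight pigs (57 of 100, adjusted 0.855). The birth weight difference at T1 against that of controls at T2 gave -0.029 (76 of 100, adjusted permutation p 0.880), and that of controls at T2 against T3 gave 0.195 (20 of 100, adjusted 0.400). Whether any of these changes is shared or persists stays open.

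The rows of the authors' table were matched to probes on the 24 columns of T2 and T3, so only the 6 columns of T1 were a free test of which array a column follows. Over the 3491 matched rows, the 3 columns of U_T1 were closest to the scanner values of their own array and the 3 of N_T1 were not. Column 1 followed array 2 with r of 0.982, column 2 followed array 3 with 0.902 and column 3 followed array 1 with 0.967. Columns or files of N_T1 in another order may be the source, with 0.902 as the lowest of the 3 correlations. Since the arrays stay within their group, the comparisons of group means are not changed by the order, while leaving out a numbered array of N_T1 and the pairing of N_T1 with U_T1 would be.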
